# The Involvement of RIPK1 in Alopecia Areata

**DOI:** 10.3390/ijms26041565

**Published:** 2025-02-13

**Authors:** Hyunju Kim, Mei Zheng, Seungchan An, In Guk Park, Leegu Song, Minsoo Noh, Jong-Hyuk Sung

**Keywords:** RIPK1, alopecia areata, dendritic cell, CD8^+^ T cell, Necrostatin-1s, GSK2982772

## Abstract

We have previously demonstrated that receptor-interacting serine threonine kinase 1 (RIPK1) is expressed in hair follicles and regulates the hair cycle. In a mouse model, RIPK1 inhibitors also accelerated the telogen-to-anagen transition and elongated the anagen period. Here, we first investigated the involvement of RIPK1 in alopecia areata (AA). The mRNA and protein expression of RIPK1 was increased in the skin of an AA mouse model. Single-cell RNA sequencing and immunohistochemistry showed that RIPK1 was highly increased in dendritic cells (DCs) and CD8^+^ T cells. RIPK1 inhibitors (i.e., Necrostatin-1s and GSK2982772) delayed the onset of AA in the mouse model and reduced the numbers of DCs and CD8^+^ T cells in AA skin. The RIPK1 inhibitors also increased the hair length in a mouse hair organ culture mimicking AA. Collectively, these results suggest that RIPK1 is involved in AA onset via modulating immune cells, and RIPK1 inhibitors could prevent AA onset.

## 1. Introduction

Receptor-interacting serine/threonine kinase 1 (RIPK1) is a critical regulator of the cell death pathway, particularly necroptosis, and plays a central role in various inflammatory processes [1]. RIPK1 is activated downstream of tumor necrosis factor receptor 1 (TNFR1) and Toll-like receptors (TLRs), and is also involved in interferon signaling [2]. As a multifunctional protein, RIPK1 is crucial for maintaining cellular homeostasis and regulating programmed cell death. Its dysregulation has been implicated in numerous inflammatory diseases, including neurodegenerative and autoimmune disorders [1]. RIPK1 is also involved in skin inflammation, and the activation of RIPK1 is reportedly correlated with many skin diseases, including melanoma, psoriasis, systemic lupus erythematosus, and hair loss [3,4].

In hair biology, the role of the cell death pathway, including apoptosis, autophagy, and necroptosis, is critical for hair follicle (HF) cycling and regeneration. Apoptosis plays a key role in HF regression during the catagen phage, while autophagy is linked to hair growth and HF activation during the anagen phase [5,6,7,8]. However, in comparison to apoptosis and autophagy, the involvement of necroptosis or RIPK1 expression during the hair cycle progression is less clear. Our recent study indicated that RIPK1 is highly expressed in the outer root sheath (ORS) during the HF regression period, suggesting that necroptosis may be involved in hair cycle progression [4].

Interestingly, RIPK1 inhibitors such as Necrostatin-1s (Nec-1s) induced ORS cell proliferation and migration and increased the HF length in mouse and pig organ cultures. In addition, RIPK1 inhibitors enhanced the telogen-to-anagen transition in an animal model [4]. Recently, Jang et al. sought to determine whether necroptosis is associated with the pathogenesis of alopecia areata (AA); however, the mRNA and protein expression of RIPK1 and RIPK3 was not upregulated in the skin lesions of patients with AA [9]. In contrast, we prepared an AA mouse model via lymph node cell injection and performed single-cell RNA sequencing (scRNA-seq), finding that the mRNA level of *Ripk1* was increased. Therefore, in the present study, we sought to determine whether RIPK1 is involved in AA pathology and whether RIPK1 inhibitors could attenuate AA progression in an AA animal model.

## 2. Results

### 2.1. Increased Expression of Ripk1 in AA Mouse Skin

The C3H/HeN mouse model of AA was generated by transplanting skin-draining lymph node (SDLN) cells from an AA donor into a naïve C3H/HeN recipient. This model demonstrates strong concordance with human AA and has been widely used in translational studies [10,11,12,13]. To comprehensively profile the mechanism underlying AA, we performed droplet-based scRNA-seq on single cells isolated from mice with AA and control C3H/HeN. 

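Skin from the backs of 7 to 8 mice per group was pooled before the cells were captured, so the data analysed here hold 1 library of control C3H/HeN mice without hair loss and 1 library of AA mice. In the droplet protocol used, each droplet adds a cell barcode to the mRNA of the cell inside it, and each captured mRNA molecule receives a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors aligned the reads to mm10 and counted UMIs per gene and barcode with Cell Ranger, and the deposited values are those raw UMI counts for each gene, without normalization, over the barcodes called as cells. The control library held 6965 barcodes and 121289374 UMIs, with medians of 13256 UMIs and 3469 genes per barcode. The AA library held 10879 barcodes and 137290217 UMIs, with medians of 10929 UMIs and 3072 genes per barcode. From these counts, the UMIs of a gene were summed over the cells of a library, or of a cell class within it, and divided by all UMIs of the same cells, and scaled to 1000000 UMIs (CPM). Because each group is 1 library, there is no replicate, and no test between the groups was made from cells. The 95% intervals are exact Poisson intervals for sums of UMIs, exact Clopper-Pearson intervals for shares of cells and exact conditional intervals for ratios of CPM. They cover counting error only, and not the differences between mice, pools or libraries. The intervals for UMIs and ratios take each UMI as independent, so they also leave out the spread between the cells of a class. The choices that could change the values are the filters on cells, the treatment of doublets, the names given to clusters and the denominator of the CPM.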

We obtained the transcriptomic profiles of 14,469 cells that passed the primary quality control filter. 

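Barcodes with over 10% mitochondrial UMIs or fewer than 200 genes were left out, as in the paper's methods, which kept 6582 barcodes in the control library and 10433 in the AA library. Doublets, which are droplets with more than 1 cell, were then scored in each library by the share of simulated doublets among the nearest neighbours of a cell. DoubletFinder, the caller named in the paper, was not used here. The cells with the highest scores were taken as doublets at an expected rate of 0.8% per 1000 barcodes (5.57% in control and 8.70% in AA), which removed 377 control and 924 AA cells. A total of 6205 control and 9509 AA cells remained, 15714 in all, with medians of 13238 and 10831 UMIs per cell. In a test on simulated data, 300 artificial doublets were added to the 6205 control cells, and 146 of them (48.7%) were among the 300 highest scores, so part of the doublets is expected to remain. The limit on mitochondrial UMIs moved the number of cells most, to 14396 cells at a limit of 5%.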

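The 15714 cells were log-normalized, and 2000 variable genes and 30 principal components were used to cluster control and AA cells together at a resolution of 0.8, without integration of the libraries. This gave 27 clusters, with 22 at a resolution of 0.4 and 38 at a resolution of 1.5. Clusters were named from lists of marker genes fixed before the data were examined, while the thresholds that a cluster had to pass were set after the clusters had been seen, so each name means cells like that type. A total of 17 clusters were keratinocyte-like and held 87.0% of control cells (95% interval 86.1 to 87.8) and 90.0% of AA cells (89.4 to 90.6). They were named from genes such as *Krt5*, *Krt14*, *Col17a1* and *Itgb4*. Among them was a cluster led by interferon-response genes (*Iigp1*, *Gbp2* and *Isg15*) that comes almost only from the AA library. With 1 library per group, a cluster that comes mostly from 1 library may reflect that library and not a cell type. Smaller classes were T cells (named from *Cd3e*, *Cd3d*, *Cd3g*, *Trac* and *Trbc2*), gamma-delta T cells (*Trdc* and *Trdv4*), DC/Mac (*Cd74*, *H2-Aa*, *Csf1r* and *Lyz2*), dermal fibroblasts (*Col1a1*, *Col3a1* and *Dcn*), monocytes, skeletal muscle cells and melanocytes. The thresholds left 3 clusters without a name, 5.88% of control cells (5.31 to 6.50) and 1.90% of AA cells (1.64 to 2.20). These were a cluster of low-UMI cells with 304 control and 36 AA cells, a cluster that passed as both fibroblasts and dermal papilla with 48 control and 103 AA cells, and a cluster with *Pax7* among its leading genes with 13 control and 42 AA cells.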

Using t-distributed stochastic neighbor embedding (t-SNE) and a subsequent clustering approach, we identified 20 cell clusters from the scRNA-seq data (Figure 1A).

Interestingly, the expression level of the *Ripk1* gene in AA was higher than in the control mice without hair loss, which was demonstrated by pseudobulk analysis (Figure 1B). 

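*Ripk1* is listed in the count files as ENSMUSG00000021408 and lies on chromosome 13 of GRCm38 (mm10), from 34002363 to 34037147 on the plus strand, as a protein-coding gene. Over all cells that passed the filters, 2523 *Ripk1* UMIs were counted in the control library and 4559 in the AA library. This corresponds to 24.0 CPM (95% interval 23.0 to 24.9) in control and 38.7 CPM (37.6 to 39.8) in AA, a ratio of 1.61 (1.54 to 1.70) and a log2 ratio of 0.69 (0.62 to 0.76). The difference is larger than counting error, while its size relative to the spread between mice cannot be given from 1 library per group. The mean log-normalized expression per cell was 0.168 (SD 0.324 over cells) in control and 0.252 (SD 0.424) in AA. At least 1 *Ripk1* UMI was found in 27.5% of control cells (26.4 to 28.6) at a median of 13238 UMIs and in 32.0% of AA cells (31.0 to 32.9) at a median of 10831 UMIs. With every cell thinned to 1000 UMIs, which left out 290 control and 76 AA cells, these shares were 2.45% and 4.07%. In skeletal muscle-like cells, the class with the lowest *Ripk1* level, 6.52% of 46 control cells (median 3839.5 UMIs) and 1.82% of 55 AA cells (median 2123 UMIs) had a *Ripk1* UMI. Among the alternatives, thinning moved the log2 ratio most, to 0.81. When AA cells were weighted to the class shares of the control library, it was 0.58. Of the 500 genes closest to *Ripk1* in expression, 494 had a lower AA/control ratio, which places *Ripk1* at the 98.8th percentile of these genes. From the pseudobulk difference, the paper moves on to immune cell subtypes, and with protein staining proposes that RIPK1 is up-regulated in immune cells of AA skin.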

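The T cell-like cluster held 102 control and 353 AA cells. It carried 28 *Ripk1* UMIs in control and 70 in AA, or 47.8 CPM (95% interval 31.8 to 69.1) and 47.2 CPM (36.8 to 59.6), and the log2 ratio of AA to control was -0.02 (-0.67 to 0.67). A change in *Ripk1* per UMI in this cluster was therefore not detectable at this depth. The value depends on a sub-cluster led by natural killer genes (*Ncr1*, *Tyrobp* and *Klre1*), in which 23 control cells carried 15 of the 28 control UMIs and 30 AA cells carried 4 UMIs. Without it the log2 ratio was 0.77 (-0.11 to 1.75) over 79 control and 323 AA cells, an alternative chosen after the data had been examined. When T cells were taken from the UMIs of T cell marker genes in each cell in place of the clusters, with minimums set after the data had been examined, the log2 ratio was 0.91 (0.48 to 1.35). Of the cells chosen this way, 58 of 116 in control and 52 of 325 in AA lay in keratinocyte-like clusters, where they carried 60 of 73 and 61 of 124 *Ripk1* UMIs. Among the chosen cells that also lay in the T cell-like cluster, 53 in control and 265 in AA, the log2 ratio was 0.51 (-0.47 to 1.65). The DC/Mac-like cluster held 59 control and 121 AA cells, with 8 and 54 *Ripk1* UMIs. Its level was 21.0 CPM (9.06 to 41.4) in control and 76.6 CPM (57.5 to 99.9) in AA, a log2 ratio of 1.87 (0.79 to 3.15), which is beyond counting error. By cells, 7 of 59 in control (11.9%, 4.91 to 22.9) and 31 of 121 in AA (25.6%, 18.1 to 34.4) had a *Ripk1* UMI, and these intervals overlap. The mean of the CPM of each cell gave a log2 ratio of 1.14. A sub-cluster of the DC/Mac-like cells led by immunoglobulin genes, with 9 control and 26 AA cells, carried 2 of the 8 and 21 of the 54 UMIs. Without this sub-cluster and the Langerhans-like sub-cluster, the log2 ratio was 1.22 (-0.06 to 2.77), which was also chosen after the data had been examined. In gamma-delta T cell-like cells, 29 UMIs in 134 control cells and 30 UMIs in 92 AA cells gave 42.3 CPM (28.3 to 60.7) and 71.6 CPM (48.3 to 102), a log2 ratio of 0.76 (-0.03 to 1.55). 

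**Figure D1:**
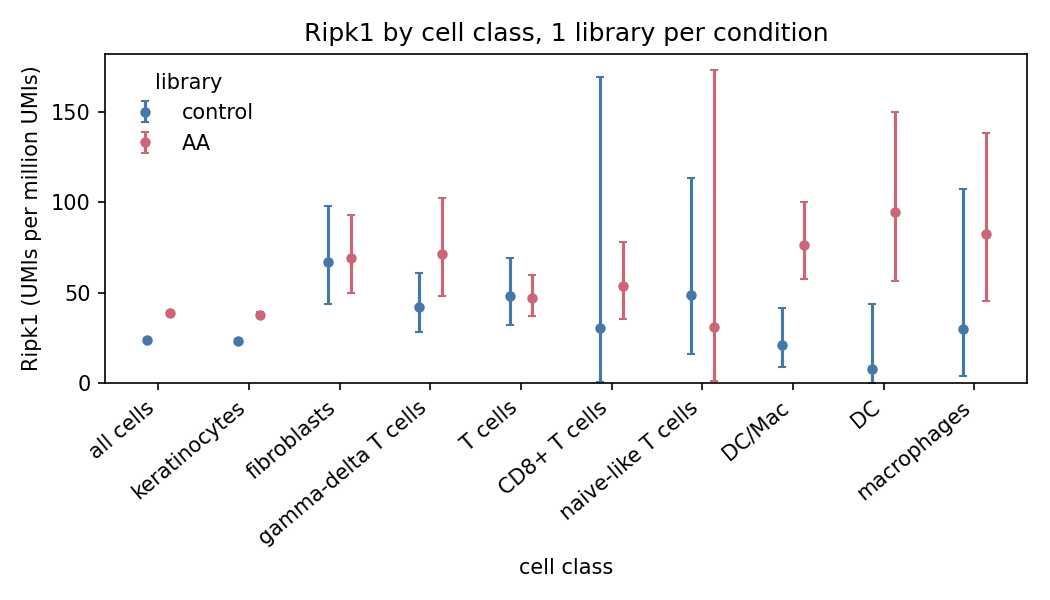
*Ripk1* level (CPM, vertical axis) by cell class (horizontal axis) in the control and AA libraries. Each point is the sum over the cells of a class in 1 library. The bars are 95% Poisson intervals for counting error only, and leave out the spread between cells. The intervals of control and AA lie apart for all cells, keratinocytes, DC/Mac and DC, and overlap for fibroblasts, gamma-delta T cells, T cells, CD8+ T cells, naive-like T cells and macrophages.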

Further analysis showed a notable increase in *Ripk1* expression within specific immune cell subtypes, particularly T cell (TC) and dendritic cell/macrophage (DC/Mac) subpopulations within the immune cell groups (Figure 1C). 

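The T cell-like cluster was clustered again on its own with 15 principal components, which gave 9 sub-clusters. Its share of all cells was 1.64% (95% interval 1.34 to 1.99) in the control library and 3.71% (3.34 to 4.11) in the AA library. Named sub-clusters were naïve-like (*Ccr7* and *Lef1*, 21 control and 9 AA cells), Th2-like (*Cd4*, *Il5*, *Gata3* and *Il1rl1*, 24 and 47), CD8+ (*Cd8a*, *Cd8b1*, *Nkg7* and *Ccl5*, 6 and 100) and Treg-like (*Foxp3*, *Ctla4* and *Ikzf2*, 5 and 12). No sub-cluster passed as proliferating. The remaining 4 sub-clusters stayed unnamed, with 46 control cells (0.741% of all cells, 0.543 to 0.988) and 185 AA cells (1.95%, 1.68 to 2.24). The largest of them, with 5 control and 90 AA cells, carried CD8+ markers but had a median UMI count at 0.254 of that of its library and none of these markers among its 10 leading genes. The sub-clusters named CD8+ also had none of them there, but had higher UMI counts, at 0.430 and 0.416 of that of their library. The CD8+ cells were 0.0967% of control cells (0.0355 to 0.2103) and 1.05% of AA cells (0.856 to 1.28), and with the largest unnamed sub-cluster counted among them, a choice made after the data had been examined, 2.00% of AA cells. Because the subsets were rebuilt from marker genes, any difference from the subsets of the paper may come from their names.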

To determine which TC subtypes expressed *Ripk1*, we analyzed the TC subpopulations, identifying five distinct subsets: naïve-like, Th2, CD8+, Treg, and proliferating TC (Figure 1D). Among these, *Ripk1* expression was significantly elevated in CD8+ T cells of AA mice compared to normal controls (Figure 1E). 

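In the CD8+ sub-clusters, 1 *Ripk1* UMI was counted in the 6 control cells and 27 in the 100 AA cells, or 30.4 CPM (95% interval 0.770 to 169) and 53.4 CPM (35.2 to 77.8). The ratio of AA to control was 1.76, with a counting interval of 0.290 to 72.0, so a difference was not detectable with 6 control cells. The mean log-normalized expression was 0.1701 (SD 0.417 over cells) in control and 0.243 (SD 0.516) in AA. In naïve-like T cells, 5 UMIs in control and 1 UMI in AA gave a ratio of 0.641 (0.0136 to 5.73), in Th2-like cells 4 and 12 UMIs gave a ratio of 1.78 (0.540 to 7.58), and in Treg-like cells 1 and 3 UMIs gave a ratio of 0.892 (0.0716 to 46.8). Over all alternatives, the level of CD8+ T cells in AA lay between 47.9 and 67.6 CPM.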

Within the DC/Mac population, *Cd209a* and *Adgre1* expression markers were used to distinguish DCs from macrophages (Figure 1F). 

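At least 1 *Cd209a* UMI was found in 17 of the 59 control DC/Mac-like cells (28.8%, 95% interval 17.8 to 42.1, median 4046 UMIs) and in 47 of the 121 AA cells (38.8%, 30.1 to 48.1, median 4672 UMIs). In T cell-like cells, which should lack the gene, it was found in 0 of 102 control cells (median 5042 UMIs) and in 1 of 353 AA cells (median 3689 UMIs). *Adgre1* UMIs were found in 14 control DC/Mac-like cells (23.7%, 13.6 to 36.6) and in 38 AA cells (31.4%, 23.3 to 40.5), against 1 control and 0 AA T cell-like cells. Clustered on its own, the DC/Mac-like population gave 5 sub-clusters, of which 1 was named macrophages and none DC, so cells were split by these UMIs. Cells with a *Cd209a* UMI and no *Adgre1* UMI were taken as DC (15 control and 34 AA cells), and cells with an *Adgre1* UMI and no *Cd209a* UMI as macrophages (12 and 25 cells). UMIs of both genes were found in 2 control and 13 AA cells, and of neither in 30 and 49 cells, and these were left out of both groups.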

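In the cells taken as DC, 1 *Ripk1* UMI was counted in the 15 control cells and 18 in the 34 AA cells, or 7.83 CPM (95% interval 0.198 to 43.6) and 94.7 CPM (56.1 to 149.7). The ratio of AA to control was 12.1 with a counting interval of 1.91 to 504, and the log2 ratio was 3.60 (0.93 to 8.98). In the cells taken as macrophages, 2 UMIs in 12 control cells and 14 UMIs in 25 AA cells gave 29.7 CPM (3.60 to 107) and 82.5 CPM (45.1 to 138), a ratio of 2.78 (0.638 to 25.2). The macrophage difference is within counting error. Without the B cell- and Langerhans-like sub-clusters, chosen after the data had been examined, the log2 ratio of DC was 2.54 (-0.62 to 8.11). Cells with neither marker carried 4 UMIs in control and 17 in AA, a ratio of 2.33 (0.761 to 9.53).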

Although the increase in *Ripk1* expression within these populations was not statistically significant, it showed a substantial difference (Figure 1G).

To validate this finding, we further observed the increased protein expression of RIPK1 in AA skin. As expected, RIPK1 is co-expressed and increased in DC marker (CD11c) and CD8^+^ T cell marker (CD8), suggesting that RIPK1 is up-regulated in the immune cells of AA skin (Figure 1H,I).

However, the *Ripk3* and *Mlkl* mRNA expression was very low in AA mouse skin (Figure S1), suggesting that necroptosis might not be involved in AA progression. Collectively, these results suggest that RIPK1 is up-regulated in immune cells, plays a role in immune cell infiltration, and contributes to AA progression.

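*Ripk3* (ENSMUSG00000022221) lies on chromosome 14 of GRCm38 from 55784995 to 55788865 on the minus strand, and *Mlkl* (ENSMUSG00000012519) on chromosome 8 from 111311797 to 111338177 on the minus strand. Over all cells, 544 *Ripk3* UMIs were counted in control and 715 in AA, or 5.17 CPM (95% interval 4.74 to 5.62) and 6.07 CPM (5.63 to 6.53), a log2 ratio of 0.23 (0.07 to 0.40). *Mlkl* had 102 UMIs in control and 186 in AA, or 0.969 CPM (0.790 to 1.18) and 1.58 CPM (1.36 to 1.82), a log2 ratio of 0.70 (0.35 to 1.07). Both genes were therefore counted far below *Ripk1* in both libraries, and their ratios were above 0 on the log2 scale by more than counting error. The levels depend on the denominator: without mitochondrial, ribosomal protein and hemoglobin genes, the AA level was 8.06 CPM for *Ripk3*. From these low levels, the paper proposes that necroptosis might not be involved in AA progression.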

### 2.2. Prevention of AA Onset by Nec-1s

We investigated the role of RIPK1 in AA pathogenesis through an RIPK1 signaling blockade. Nec-1s has been used to inhibit RIPK1 activation when administrated in vivo [14,15]. Here, C3H/HeN mice were treated with Nec-1s beginning three days after the transplantation of allogenic SDLN cells to induce AA (Figure 2A). The Nec-1s-treated mice showed a reduction in the number of AA-affected mice compared to the control group (Figure 2B,C). The role of RIPK1 in AA development was also confirmed by comparing the quantities of skin-infiltrating CD8^+^ T cells. The flow cytometry analysis of skin cell suspensions revealed that the number of CD8^+^ T cells among skin CD45^+^ immune cells was significantly reduced in the Nec-1s-treated mice (Figure 2D). Consistent with the FACS results, Nec-1s substantially reduced the amount of the CD8 stained cells in the skin (Figure 2E). We next analyzed the changes in the DC amount, based on CD11c staining in the skin. The Nec-1s treatment significantly reduced the number of DCs compared to the control (Figure 2F). Next, we analyzed interlukin-15 (IL-15) and interferon-γ (IFN-γ), as the expression levels of IL-15 and IFN-γ play a significant role in AA pathogenesis. Elevated levels of these cytokines have been observed in affected scalp regions, suggesting their involvement in the progression and severity of AA [16]. As expected, Nec-1s treatment significantly reduced the expression of IL-15 and IFN-γ in the AA mice (Figure S2A). These results suggest that RIPK1 inhibition could alleviate AA by preventing inflammation and immune cell infiltration.

### 2.3. Prevention of AA Onset by GSK2982772

We also investigated the preventive effects of another RIPK1 inhibitor (GSK2982772). As expected, the GSK2982772-treated mice showed reduction in the number of AA-affected mice compared to the control mice (Figure 3B,C). The flow cytometry analysis of skin cell suspensions also revealed that the number of CD8^+^ T cells among the skin CD45^+^ immune cells was significantly reduced in the GSK2982772-treated mice (Figure 3D). GSK2982772 substantially reduced the amount of the CD8 stained cells in the skin (Figure 3E). The GSK2982772 treatment also significantly reduced the number of DCs compared to the control (Figure 3F). In addition, GSK2982772 reduced the expression of IL-15 and IFN-γ in the AA mice (Figure S2B).

### 2.4. Decreased AA-like Symptoms in Mouse Vibrissa Follicles Due to RIPK1 Inhibitors

It has been reported that IFN-γ and polyinosinic–polycytidylic acid [poly(I:C)] induce AA-mimicking conditions, and we established an ex vivo mouse vibrissa organ culture model [17]. We then investigated whether RIPK1 inhibitor treatment would affect the length of the mouse vibrissa follicle. The mouse vibrissa follicles had been isolated and cultured with IFN-γ and poly(I:C) with RIPK1 inhibitors for 48 h. Images of the follicles were taken at 0 and 48 h (Figure 4A,C). As expected, IFN-γ and poly(I:C) induction retarded hair shaft growth, but this was attenuated by both analyzed RIPK1 inhibitors (Figure 4B,D).

## 3. Discussion

In the present study, we investigated the involvement of RIPK1 in AA progression. The mRNA and protein expression of RIPK1 was increased in the skin of the AA mouse model. scRNA-seq and immunohistochemistry showed that *Ripk1* was highly increased in DCs and CD8^+^ T cells. RIPK1 inhibitors reduced the onset of AA in the mouse model and reduced the numbers of CD8^+^ T cells and DCs in AA skin. RIPK1 inhibitors also increased the hair length in the mouse hair organ culture. Collectively, these results suggest that RIPK1 is involved in AA onset, and RIPK1 inhibition could prevent AA.

The expression and involvement of RIPK1 in regulating the hair cycle has been demonstrated, and it was found that RIPK1 was upregulated in the hair regression period to induce hair loss [4,18]. However, the involvement of RIPK1 in AA has not been sufficiently reported. Jang et al. sought to determine whether necroptosis was associated with the pathogenesis of AA, but the RIPK1 and RIPK3 mRNA and protein expression was not upregulated in the skin lesions of AA patients [9]. In their study, they collected human scalp skin samples and analyzed whole skin cells, and they did not find differences in necroptosis-related genes. 

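In keratinocyte-like cells, 2333 *Ripk1* UMIs in 5398 control cells and 4263 UMIs in 8557 AA cells gave 23.2 CPM (95% interval 22.3 to 24.2) and 37.8 CPM (36.7 to 39.0), a log2 ratio of AA to control of 0.71 (0.63 to 0.78). These cells carried most of the *Ripk1* UMIs of both libraries. In dermal fibroblast-like cells, 26 UMIs in 40 control cells and 42 UMIs in 87 AA cells gave 66.8 CPM (43.6 to 97.8) and 68.8 CPM (49.6 to 93.1), a log2 ratio of 0.04 (-0.70 to 0.81), so a change was not detectable at this depth. With the cluster that passed as both fibroblasts and dermal papilla added, it was 0.08 (-0.46 to 0.62), an alternative chosen after the data had been examined.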

In a mouse AA model, we performed scRNA-seq and found that *Ripk1* expression increased in DCs and T cells, in addition to dermal fibroblasts and keratinocytes. In addition, RIPK1 inhibitors reduced the quantities of immune cells such as DCs and CD8^+^ T cells in AA skin to prevent AA onset. However, the *Ripk3* and *Mlkl* expression was very low in mouse AA skin, suggesting that necroptosis might not be involved in AA progression (Figure S1). 

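By cell class, the *Ripk3* level in keratinocyte-like cells was 5.25 CPM (95% interval 4.81 to 5.72) in control and 5.96 CPM (5.52 to 6.43) in AA, and the *Mlkl* level was 0.815 CPM (0.648 to 1.01) and 1.44 CPM (1.22 to 1.68). In T cell-like cells, 5 *Ripk3* UMIs in control and 14 in AA gave 8.54 CPM (2.77 to 19.9) and 9.44 CPM (5.16 to 15.8), and *Mlkl* had 1 and 2 UMIs. In DC/Mac-like cells, 1 *Ripk3* UMI was counted in control and 14 in AA, or 2.62 CPM (0.0664 to 14.6) and 19.9 CPM (10.9 to 33.3), a ratio of 7.56 with a counting interval of 1.15 to 320. *Mlkl* had 5 UMIs in each library in these cells, 13.1 CPM (4.26 to 30.6) and 7.09 CPM (2.30 to 16.5).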

On the contrary, RIPK1 might play a key role in AA progression through the infiltration of immune cells such as DCs and CD8^+^ T cells.

AA is due to the loss of immune privilege, leading to an autoimmune attack, and many studies have reported the key immune cells responsible for HF damage [19]. Recently, the functional interrogation of lymphocyte subsets in AA was analyzed in mice and humans using scRNA-seq, and it was found that CD8^+^ T cells were the predominant AA-driving cell type [20]. In this study, AA onset in mice was induced via lymph node cell injection, resulting in significant increases in the number of CD8^+^ T cells, leading to hair loss. Conversely, the injection of RIPK1 inhibitors significantly reduced the number of CD8^+^ T cells in the skin, delaying AA onset. However, RIPK1 inhibitors did not inactivate T cells in response to PHA simulation (Figure S3), which suggests that they do not directly inhibit T cell proliferation.

Chronic inflammatory and autoinflammatory diseases are caused by immune dysregulation, and RIPK1 has emerged as a key regulator of immunity via its integral role in cell death signaling following exposure to inflammatory and infectious stimuli [21]. Therefore, RIPK1 is involved in autoimmune diseases, such as rheumatoid arthritis, psoriasis, and inflammatory bowel disease [22,23,24]. In addition to these autoimmune diseases, for the first time, we demonstrate the involvement of RIPK1 in AA progression and the possibility of applying RIPK1 inhibitors for AA prevention.

## 4. Materials and Methods

### 4.1. Preparation of Single-Cell Suspension

Skin samples were collected from C3H/HeN mice and AA model mice. To ensure a sufficient yield of cells, skin samples from the backs of 7–8 mice per group were pooled, finely minced, and digested with a 0.7 mg/mL collagenase D solution (Sigma, St. Louis, MO, USA). The resulting cell mixture was then filtered through 70 μm and 40 μm meshes, and cellular debris was eliminated via density gradient centrifugation using Percoll media (Sigma).

### 4.2. Single-Cell RNA Sequencing

The single-cell suspensions were processed following the Chromium Next GEM Sin-gle Cell 3′ RNA Library v3.1 protocol (10× Genomics) in accordance with the manufacturer’s guidelines. In brief, individual cells were encapsulated into nanoliter-scale Gel Beads-in-Emulsion (GEMs) that contained barcoded oligonucleotides. The poly(dT) primers within these GEMs selectively captured polyadenylated mRNA from each cell, allowing for the synthesis of barcoded, full-length cDNA. This cDNA was then amplified and used to construct 3′ gene expression libraries, which were sequenced on an Illumina platform at Macrogen. The subsequent analyses, including read alignment to the mouse reference genome (mm10), filtering, barcode counting, and unique molecular identifier (UMI) counting, were performed using the Cell Ranger v7.2.0 (10× Genomics) count pipeline. The sequenced reads have been deposited into the Gene Expression Omnibus (GEO) under accession number GSE269455 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269455 (accessed on 1 July 2024)].

### 4.3. Single-Cell Transcriptome Analysis

Initial processing was performed using the Seurat v5.0.3 R package, which includes cell filtering, clustering, and annotation, as previously detailed [25,26]. Cells exhibiting over 10% mitochondrial gene expression or expressing fewer than 200 genes were excluded from the analysis, resulting in a total of 14,469 skin cells across two groups (C3H and AA). Potential doublets were identified and removed using DoubletFinder v2.0.4 with default settings [27]. After quality control, the count matrix was normalized, and the 2000 most variable genes were selected for further scaling. Dimensionality reduction was then performed using t-SNE. Cell clusters were manually annotated based on the marker gene expression.

For example, basal interfollicular epidermis (IFE_B) cells were annotated using *Krt5* and *Krt14* as markers, while suprabasal IFE (IFE_S) cells were identified by the expression of *Krt1* and *Krt10*. Cycling basal IFE (IFE_BC) cells were marked by *Krt5*, *Krt14*, *Stmn1*, and *Mki67*. Upper hair follicle (uHF) cells were characterized by *Krt17* and *Krt79*, whereas sebaceous gland (SG) cells were annotated using *Scd1* and *Mgst1*. Outer bulge (OB) cells were identified by the expression of *Barx*. Hair follicle keratinocytes were categorized based on *Krt27* and *Krt35* expression and further subdivided into germinative layer (IB_G), inner root sheath and medulla (IB_IM), and cortex/cuticle (IB_C) cells, depending on the expression of proliferative markers like *Stmn1*.

Fibroblast-like cells were differentiated into dermal fibroblasts (DF) based on *Col1a1* and *Lum* expression, and dermal papilla cells (DPCs) were identified by the expression of *Corin* and *Notum*. Immune cells were classified according to their specific marker genes: T cells (TC, *Cd3e*), gamma-delta T cells (gdTC, *Trdc*), monocytes (Mono, *Cd14*, and *Ccl6*), dendritic cells and macrophages (DC/Mac, *Cd68*, and *Cd74*), Langerhans cells (LC, *Cd207*), and B cells (BC, *Cd79a*). Additionally, skeletal muscle cells (SkM, *Acta1*, and *Des*) and mel-anocytes (*Mel*, *Pmel*, and *Dct*) were also identified based on their characteristic gene ex-pression profiles.

### 4.4. Animals

Male mice aged 4 weeks (vibrissae organ culture) and female mice aged 9 weeks (AA animal model) from the C3H/HeN strain were procured from Orient Bio Co., Ltd. (Sungnam, Republic of Korea). All animal studies were conducted with the approval of the Institutional Animal Care and Use Committee of Yonsei University (IACUC-A-202302-1636-01; approved on: 15 March 2023), adhering to ethical guidelines to minimize suffering and ensure the wellbeing of the animals.

### 4.5. Alopecia Areata Animal Model

The AA mouse model was induced by transferring 1 × 10^7^ in vitro-expanded skin-draining lymph node (SDLN) cells from AA-affected mice, as previously described [28,29]. In brief, SDLN cells were extracted from mice that had spontaneously developed AA and cultured in advanced RPMI 1640 (Gibco, Miami, FL, USA) supplemented with 10% FBS (Gibco), 2 mM GlutaMAX (Gibco), and 100 U/mL penicillin–streptomycin (Hyclone, South Logan, UT, USA). The culture medium was further supplemented with IL-2 (Roche, Basel, Switzerland), IL-7 (R&D Systems, Minneapolis, MN, USA), and IL-15 (R&D Systems). Cells were stimulated using Dynabeads Mouse T-Activator CD3/CD28 (Thermo Fisher Scientific, Waltham, MA, USA) and intradermally transferred to at least 10-week-old C3H/HeN female mice with a normal hair coat during the second telogen phase. AA development was observed starting from 4~5 weeks post-injection.

### 4.6. Flow Cytometry Analysis

Mouse skin tissue was harvested into collagenase type 4 (3 mg/mL, Worthington, Lakewood, NJ, USA) with DNase I (5 μg/mL, Roche) and chopped into small fragments. Samples were incubated at 37 °C for 90 min, then filtered through 70 μm mesh followed by 40 μm mesh. For live/dead staining, the Zombie NIR fixable viability kit (BioLegend, San Diego, CA, USA) was used for 10 min. To block nonspecific binding, cells were incubated with a CD16/CD32 antibody (BD Biosciences, San Jose, CA, USA) for 10 min. For surface staining, the cells were labeled with the following antibodies: FITC anti-CD8 and PerCP-Cy5.5 anti-CD45 (BioLegend). Samples were acquired using CytoFLEX (Beckman Coulter, Miami, FL, USA), and the data were analyzed with CytExpert software (version 2.4.0.28).

### 4.7. Immunostaining

For immunofluorescence studies of mouse skin, 5 μM formalin fixed and paraffin skin section were used. After heating antigen retrieval, skin sections were stained with the following primary antibodies: anti-RIPK1 (Novus Biologicals, Centennial, CO, USA), anti-CD11c (Santa Cruze Biotechnology, Dallas, TX, USA), anti-CD8 (Santa Cruze Biotechnology), anti-IL-15 (R&D Systems), and anti-IFN-γ (ABclonal, Wuhan, China). Alexa Fluor 488- or Alexa Fluor 594-conjugated goat anti-Rabbit, goat anti-Mouse, or donkey anti-Goat antibody was used as a secondary antibody (Invitrogen, Carlsbad, CA, USA). Immunofluorescence images were captured using a Nikon Eclipse Ts2 microscope (Nikon, Tokyo, Japan).

### 4.8. Hair Organ Culture

The hair growth activity of mouse vibrissae was observed in organ culture, which follows the method previously described by Jindo and Tsuboi [30]. Normal anagen vibrissae HFs were obtained from the upper lip region using a scalpel and forceps. Then, the isolated HFs were placed in a defined medium (Williams E medium supplemented with 2 mM L-glutamine, 10 µg/mL insulin, 10 ng/mL hydrocortisone, 100 U/mL penicillin, and 100 μg/mL streptomycin, without serum). Individual vibrissa HFs were photographed 48 h after the start of the incubation. Changes in hair length were calculated from these photographs and expressed as the mean ± standard error (SE) of 10–12 vibrissae HFs.

### 4.9. Statistical Analysis

All data are demonstrated as the mean ± standard deviations from at least three independent experiments. For the analysis between two groups, Student’s *t*-test was used. For analysis of hair loss curves, Log-rank tests were used. When more than two groups were compared, a one-way analysis of variance (ANOVA) test followed by Tukey’s post hoc test was applied. The significance values were set as follows: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. All statistical analyses were performed using GraphPad Prism 5.01 (GraphPad Software Inc., San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
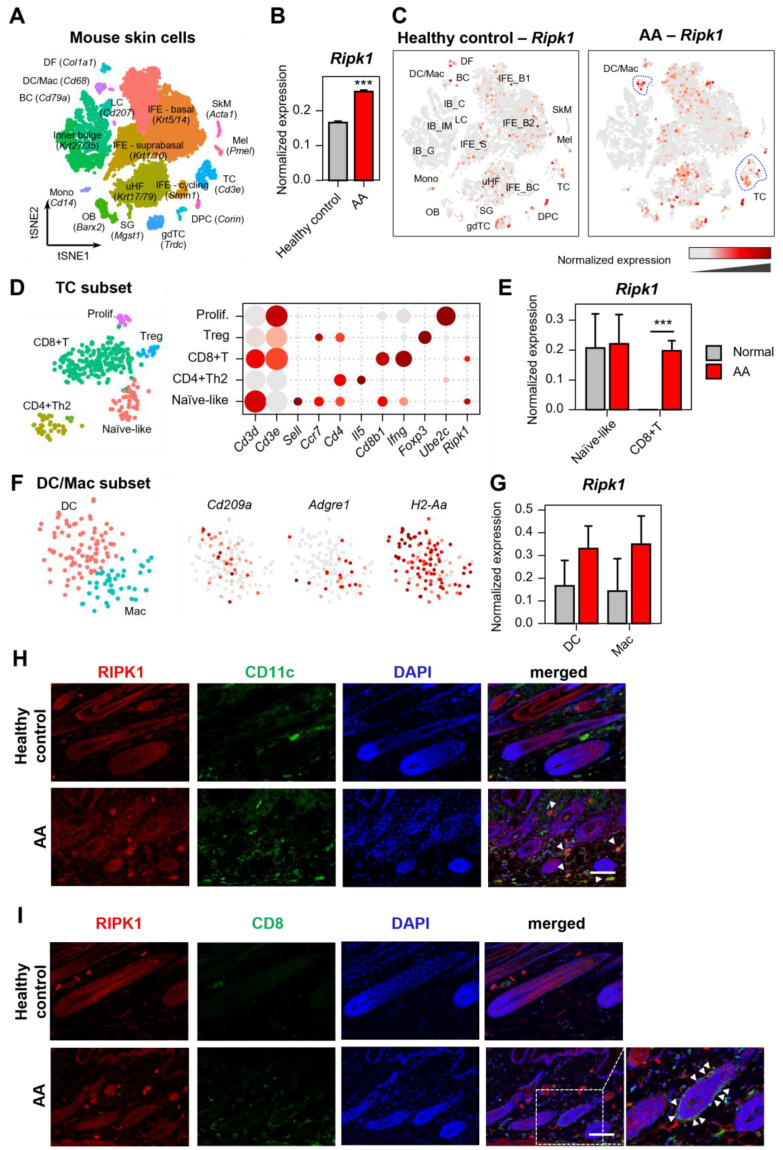
Expression profile of *Ripk1* in the AA mouse model. (**A**) tSNE plot showing the clustering of mouse skin cell types based on scRNA-seq data. Cell type annotations were assigned using marker genes indicated in parentheses. (**B**) Comparison of normalized *Ripk1* expression in healthy control and AA mouse samples. *** *p* < 0.001. (**C**) tSNE visualization of *Ripk1* expression in healthy control (left) and AA (right) mouse skin cells. Blue dotted circles indicate the DC/Mac and T cell clusters. (**D**) Identification of T cell subpopulation. The dot plot presents marker gene expression in naïve-like, CD4+ T helper 2 (Th2), CD8+ T, regulatory T cells (Treg), and proliferating T cells (Prolif). Dot size indicates the proportion of cells in each group. (**E**) Normalized expression of *Ripk1* in T cell subsets. *** *p* < 0.001. (**F**) Identification of DC/Mac subpopulation. (**G**) Normalized expression of *Ripk1* in DC and macrophage. (**H**) Representative images from the skin sections of healthy control and AA mice after immunostaining with RIPK1, CD11c, and DAPI for nuclei. White arrows point to DCs expressing RIPK1. Scale bar: 100 μm. (**I**) Representative images from the skin sections of healthy control and AA mice after immunostaining with RIPK1, CD8, and DAPI for nuclei. Scale bar: 100 μm. The enlarged region within the white dotted box is shown on the right. White arrows point to CD8^+^ T cells expressing RIPK1.

**Figure 2:**
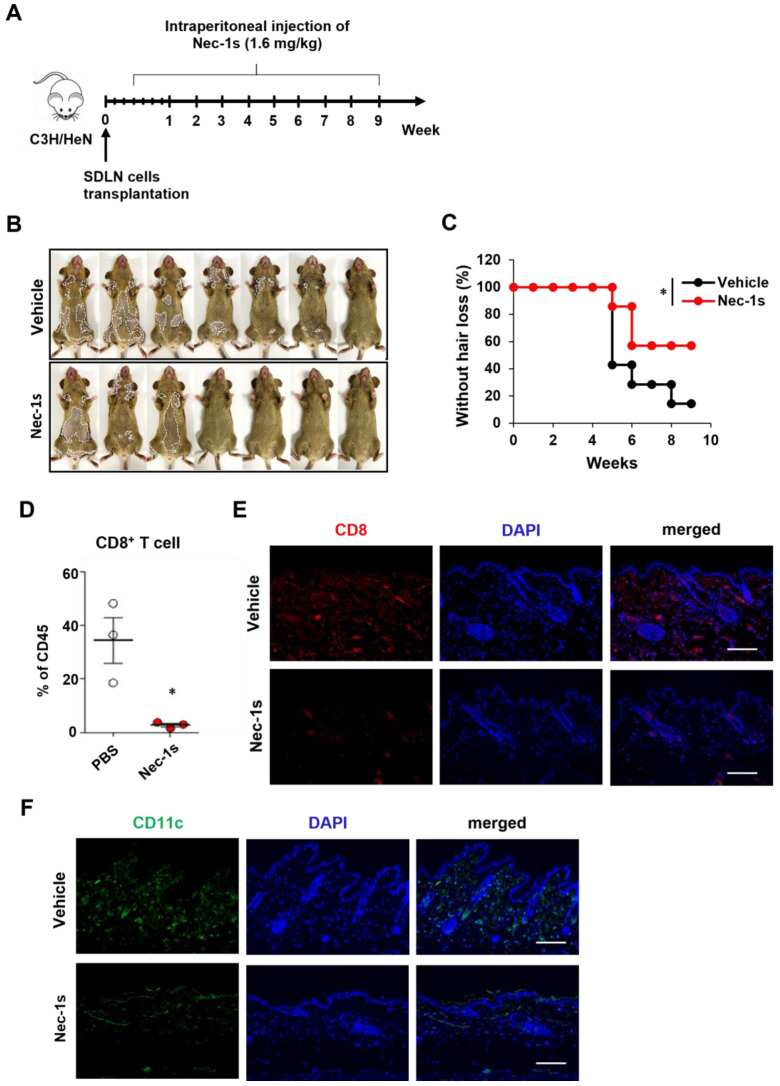
RIPK1 inhibition with Nec-1s prevents the onset of AA in C3H/HeN mice. (**A**) Design of animal experiment. C3H/HeN female mice were treated with Nec-1s (1.6 mg/kg) through intraperitoneal injection daily for 9 weeks, starting 3 days after AA induction. (**B**) Representative images of individual Nec-1s- or vehicle-treated C3H/HeN mice after 9 weeks of treatment. The areas of hair loss are marked in the images with dotted white lines. (**C**) Time course of hair loss shown after Nec-1s treatment. * *p* < 0.05. (**D**) Percentage of CD8^+^ T cells within skin cell suspensions analyzed via flow cytometry. * *p* < 0.05. (**E**) Representative immunofluorescence image of skin section stained with anti-CD8 antibody and DAPI for nuclei. Scale bar: 100 μm. (**F**) Representative immunofluorescence image of skin section stained with anti-CD11c antibody and DAPI for nuclei. Scale bar: 100 μm. This experiment was performed for 7 mice per group.

**Figure 3:**
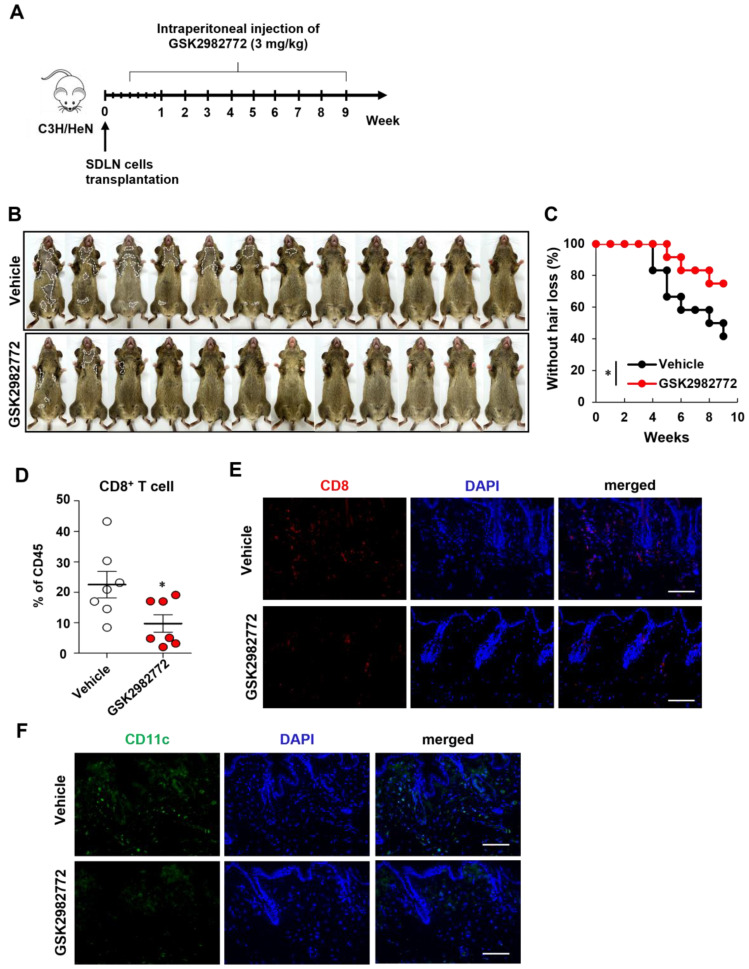
RIPK1 inhibition by GSK2982772 prevents the onset of AA in C3H/HeN mice. (**A**) Design of animal experiment. C3H/NeH female mice were treated with GSK2982772 (3 mg/kg) through intraperitoneal injection daily for 9 weeks, starting 3 days after AA induction. (**B**) Representative images of individual GSK2982772- or vehicle-treated C3H/HeN mice after 9 weeks of treatment. The areas of hair loss are marked in the images with dotted white lines. (**C**) Time course of hair loss shown after GSK2982772 treatment. * *p* < 0.05. (**D**) Percentage of CD8^+^ T cells within skin cell suspensions analyzed via flow cytometry. * *p* < 0.05. (**E**) Representative immunofluorescence image of skin section stained with anti-CD8 antibody and DAPI for nuclei. Scale bar: 100 μm. (**F**) Representative immunofluorescence image of skin section stained with anti-CD11c antibody and DAPI for nuclei. Scale bar: 100 μm. This experiment was performed for 12 mice per group.

**Figure 4:**
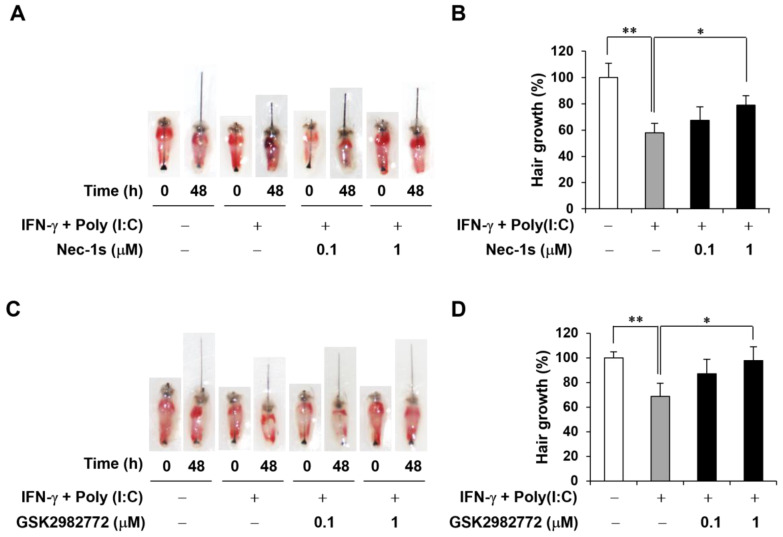
RIPK1 inhibitors increased hair shaft growth in IFN-γ- and poly(I:C)-treated mouse vibrissa follicles. (**A**) Images of follicles were taken after 0 or 48 h Nec-1s (0.1 or 1 μM) treatment in IFN-γ- and poly(I:C)-induced AA model, respectively. (**B**) Nec-1s increased hair length in ex vivo AA model. (**C**) Images of follicles treated with GSK2982772 (0.1 or 1 μM) in AA model. (**D**) GSK2982772 increased hair length in ex vivo AA model. * *p* < 0.05, ** *p* < 0.01.

## Data Availability

The data generated during the current study are openly available in the GEO repository with GEO accession number GSE269455 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269455, accessed on 26 August 2024).

## Supplementary Materials

The supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26041565/s1.

# Supplementary material for: The Involvement of RIPK1 in Alopecia Areata
**Source:** Int J Mol Sci. 2025 Feb 13;26(4):1565. doi: 10.3390/ijms26041565
**Supplement:** Supplementary file 1

Article

# The Involvement of RIPK1 in Alopecia Areata

Hyunju Kim <sup>1</sup>, Mei Zheng <sup>1</sup>, Seungchan An <sup>2</sup>, In Guk Park <sup>2</sup>, Leegu Song <sup>1,3</sup>, Minsoo Noh <sup>2,\*</sup> and Jong-Hyuk Sung <sup>1,\*</sup>

## 1. Materials and Methods

### *1.1. Stimulation of cells with PHA and cell proliferation ELISA, BrdU assay*

PBMCs were cultured at a density of  $1 \times 10^5$  cells/well in a 96-well plate in the presence of different concentrations of Nec-1s (0.01, 0.1, 1, 10  $\mu$ M). For PHA stimulation, PHA (1  $\mu$ g/ml) was added to the culture medium 30 min after Nec-1s addition, and the cells were incubated for 48 h. Relative proliferation was determined via the cell proliferation ELISA, BrdU assay (Roche, Rotkreuz, Switzerland). The assay was performed according to the manufacturer's instructions. Briefly, cells were labeled with BrdU labeling solution for 4 h, and the microplate was subsequently centrifuged at  $300 \times g$  for 10 min. The labeling medium was removed, and the cells were completely dried and fixed with the provided fixing solution for 30 min at room temperature. Subsequently, anti-BrdU-peroxidase solution was added to each well for 90 min at room temperature. Then, the antibody conjugates were removed, and the cells were washed three times with the provided washing solution. After treatment with the substrate solution, the reaction was stopped with 1 M sulfuric acid, and optical density (OD) was measured at 450 nm and 690 nm (reference wavelength) by a microplate reader (SPECTROstar NANO, BMG LABTECH).

**A**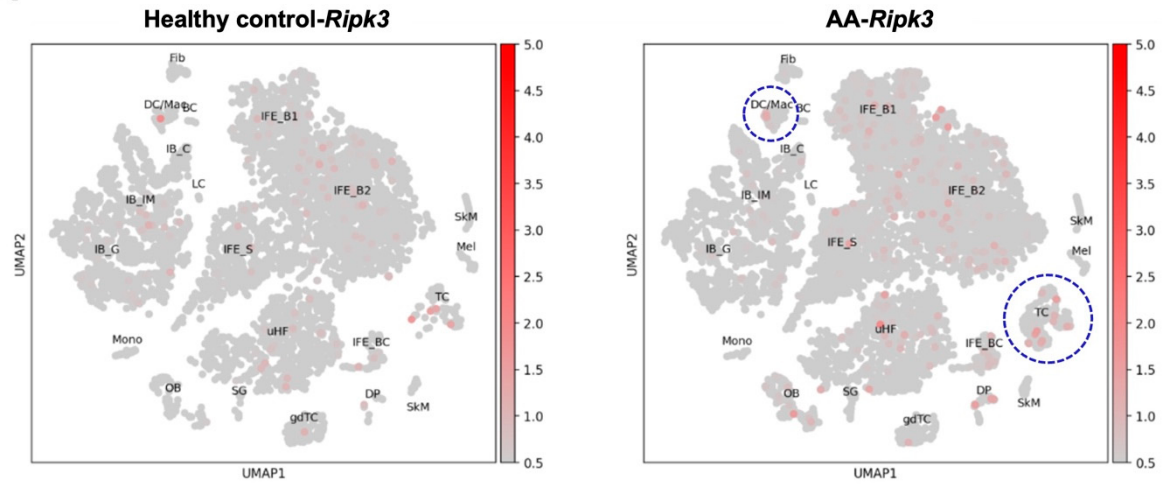**B**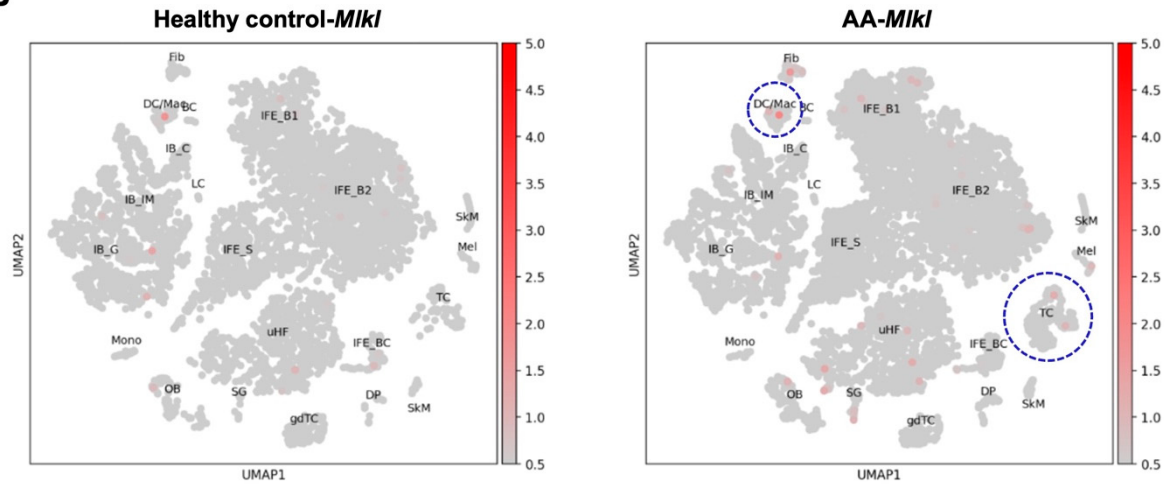

**Figure S1.** Expression profiles of *Ripk3* and *Mkl* in the AA mouse model. (A) UMAP plot of *Ripk3* expression in control and AA mouse samples. (B) UMAP plot of *Mkl* expression in control and AA mouse samples. The blue dotted line circle indicates the DC/Mac and T cell cluster.

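Behind the colours of such a plot are the UMIs of each cell. At least 1 *Ripk3* UMI was found in 7.53% of all control cells (95% interval 6.88 to 8.21, median 13238 UMIs) and in 6.73% of AA cells (6.23 to 7.25, median 10831 UMIs), and at least 1 *Mlkl* UMI in 1.39% (1.11 to 1.71) and 1.54% (1.30 to 1.80). Thinned to 1000 UMIs per cell, with 290 control and 76 AA cells left out, the shares were 0.406% and 0.456% for *Ripk3* and 0.186% and 0.138% for *Mlkl*. Within DC/Mac-like cells, 1 of 59 control and 13 of 121 AA cells had a *Ripk3* UMI, and after thinning, which left out 8 and 4 cells, 0 of 51 and 0 of 117. In T cell-like cells, 5 of 102 control and 12 of 353 AA cells had a *Ripk3* UMI, and after thinning, which left out 0 and 9 cells, 0 of 102 and 1 of 344. Skeletal muscle-like cells, set beside these for comparison, had a *Ripk3* UMI in 0 of 46 control cells (median 3839.5 UMIs) and 1 of 55 AA cells (median 2123 UMIs), and no *Mlkl* UMI. The upper limits of *Mlkl* in this class, 8.06 CPM in control and 13.4 CPM in AA, lie above its levels over all cells. The class is thus too shallow to show that it lacks *Mlkl*.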

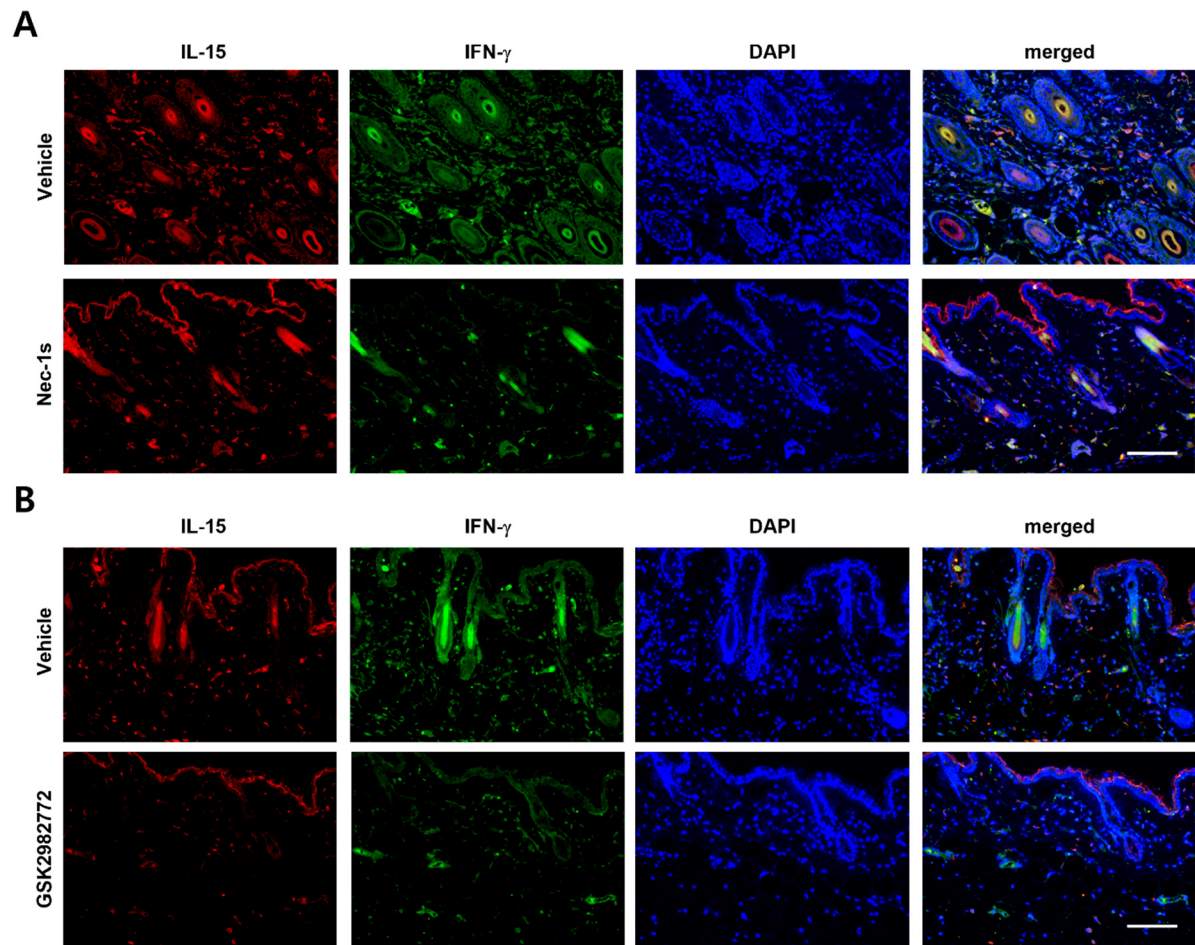

**Figure S2.** Effects of RIPK1 Inhibitors on IL-15 and IFN- $\gamma$  expression in the AA onset model (A and B) Representative immunofluorescence image of skin section stained with IL-15, IFN- $\gamma$ , and DAPI for nuclei. Scale bar: 100  $\mu$ m.

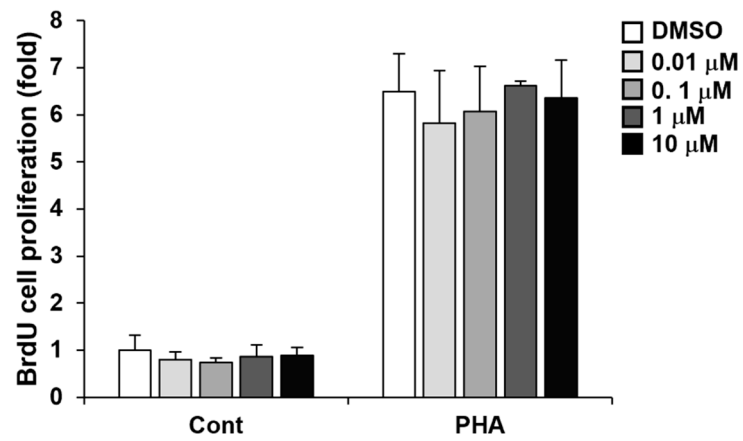

**Figure S3.** The effect of RIPK1 inhibitor in T cell activation. The effect of PBMC proliferative activity. PHA-stimulated PBMCs were treated with different concentrations of Nec-1s for 48 h. Cell proliferation was determined via BrdU assay.

How the deposited data were processed for this re-analysis (not part of the article)

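Skin cells of C3H/HeN mice were profiled by droplet-based single-cell RNA sequencing. The control library, labelled a negative control, was read as the paper's C3H/HeN mice without hair loss. The AA library comes from mice with AA induced by injection of lymph node cells. Each holds the pooled skin of 7 to 8 mice. A library of AA mice treated with an antibody that neutralizes the chemokine CXCL12 belongs to the same series, is not described in the paper, and is used only in the closing observations.

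The authors made 10x 3′ libraries, aligned the reads to mm10, called cells and counted UMIs with Cell Ranger 7.2.0. The deposited files hold raw UMI counts per gene and barcode, made by the authors without normalization and without a filter on cells beyond cell calling. The release of the gene annotation is not named in the paper's text. The gene and barcode lists that go with each count matrix hold names only.

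From the counts, cells with over 10% mitochondrial UMIs or under 200 genes were removed, as the paper states. Doublets were scored in each library from simulated doublets, made at 2 per cell, in 20 principal components, and removed at 0.8% per 1000 barcodes. Cells taken as doublets had high UMI counts, with medians of 31816 in control and 16872 in AA. Control and AA cells were clustered with Seurat 5.3.0 in R 4.3.3 (the paper used another version), with 2000 variable genes, 30 principal components, 15 for sub-clusters, and a resolution of 0.8. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and the plot was drawn with matplotlib 3.10.9.

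Clusters were named from marker lists fixed before the data were examined. A marker counted when at least 25% of the cells of a cluster had a UMI of it and its CPM was at least 2 times that of the other cells (at least 1 time in sub-clusters), with 5 added to each CPM. A name needed at least 3 such markers, and for a class other than keratinocytes at least 50% of its markers. A cluster stayed unnamed when its median UMI count was under 0.1 of that of its library, when it passed as both fibroblasts and dermal papilla, or when its median UMI count was under 0.333 of that of its library with no marker of the name among its 10 leading genes by fold, taken from genes found in 20% of its cells. A cluster with no other name was called keratinocytes when at least 6 keratinocyte markers were found in 50% of its cells. A T sub-cluster with at least 2 natural killer genes among its 10 leading genes stayed unnamed. Except for the minimum of 3 markers and the rule at 0.333, these thresholds were set after the clusters had been seen, in 7 versions, 4 for clusters and 3 for sub-clusters. The fold ranking of clusters, the natural killer rule with the lower fold in sub-clusters, and the fibroblast rule came after *Ripk1* pooled over both libraries had been seen. The last version, which sets the UMIs of a sub-cluster against its whole library in place of the T cells, came after *Ripk1* by group had been seen, and was made because the rule had been applied to the wrong reference. The DC/Mac population was taken as the whole cluster, as written before the data were examined, although its values had been printed by then. The effect of the earlier versions is given by alternatives that were added to the planned ones.

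*Ripk1*, *Ripk3* and *Mlkl* UMIs were summed per library and class and divided by the UMIs of the same cells to give CPM. Log2 ratios of AA to control have exact conditional intervals at 95%, sums have Poisson intervals and shares have Clopper-Pearson intervals. No ratio is given where a library has a count of 0. The interval of the ratio weighted by class shares is a normal approximation with 1.96 standard errors of the counts. With 1 library per group, no p-value, standard error between mice or count of changed genes was computed. Depth limits the rare classes most: the control library has 105296165 UMIs over all kept cells and the AA library 117813700, but 585618 and 1483100 in T cells, 32886 and 505199 in CD8+ T cells, and 381011 and 705234 in DC/Mac.

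The genes named in the text were set before the data were examined: the genes that the paper names for the single-cell data, a list of RIPK1 pathway genes, and, for all cells, T cells and DC/Mac, the 5 genes with the largest and the 5 with the smallest ratio of CPM among genes with at least 20 UMIs in each library. In T cells, 1 of the genes with the smallest ratios is not reported here. The gene ratios were tested on simulated data with 200 changed genes per comparison. Of these, 181 still had enough UMIs over all cells and 181 of them had the right direction, among 17050 genes in the step. In T cells it was 163 of 163, among 4272 genes, and in DC/Mac 133 of 133, among 3312 genes. The simulated changes were large, with median log2 ratios over all cells of 1.99 for raised and -2.01 for lowered genes. Only counting noise was simulated, without differences between cells, pools or libraries. The right direction was therefore nearly fixed in advance, and the test says nothing on such differences. A list of 15 interferon-response genes was written for the closing observations before its sum was computed, and after the leading genes of the clusters had been seen.

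The alternatives set before the data were examined changed the mitochondrial limit to 5% or 20%, the minimum to 500 genes, kept the doublets, thinned each cell to 1000 UMIs, left mitochondrial, ribosomal protein and hemoglobin genes out of the denominator, took the mean of the CPM of each cell, weighted AA cells to the class shares of control, took classes from marker UMIs in each cell, changed the resolution to 0.4 or 1.5, clustered the 3 libraries together, and kept only the cells of a class with under 1% keratin UMIs. The use of marker UMIs was planned, but its minimums (2 T cell markers without *Trdc*, 2 naïve-like markers, 2 DC/Mac markers, 3 fibroblast markers and 3 keratinocyte markers) were written after *Ripk1* by group had been seen. A further 16 alternatives were added after the data had been examined. Coordinates come from the GENCODE annotation of GRCm38. Experiments with RIPK1 inhibitors, flow cytometry, immunostaining and organ culture were not analysed here.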

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

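Of the tests in this part, the comparison at equal class shares and the comparison with interferon genes were chosen only after the result had been seen, and the tests on depth and on genes of like expression were chosen after the *Ripk1* level of the antibody library but before their own values.

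The series holds a library of AA mice treated with a CXCL12-neutralizing antibody, which the paper does not report on. Its *Ripk1* level over all cells was 37.8 CPM (95% Poisson interval 36.7 to 38.9, 4532 UMIs in 8967 cells), above the control library and 94.1% of the way from control to AA. The log2 ratio to control was 0.66 (0.59 to 0.73). The level stayed between 37.7 and 38.5 CPM when doublets were kept, at a mitochondrial limit of 5% and at a minimum of 500 genes.

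Several technical explanations were weighed. With the antibody library weighted to the class shares of control, the log2 ratio was 0.63 (0.56 to 0.70), which argues against a different mix of cell types as the whole cause. With every cell thinned to the same number of UMIs, the log2 ratio was 0.82 (0.54 to 1.10), so it does not rest on deep cells weighing more. Thinning keeps the expected share of *Ripk1* UMIs in each cell, so other effects of depth stay undecided. Among the 500 genes closest in expression, *Ripk1* lay at the 99.4th percentile of the ratios to control, so a shift of all genes of like expression does not account for it. The summed level of 15 interferon-response genes was 328 CPM in control, 637 CPM in AA and 371 CPM in the antibody library, only 14.1% of the way from control to AA. This argues against *Ripk1* following the interferon response of AA skin across these libraries, as measured by this list. What stays open is any difference between libraries that is not the treatment, since each condition is 1 library. A biological reading, that the antibody lowers the interferon response while *Ripk1* stays raised, may be offered as a hypothesis only, found and tested on the same libraries.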

How the results depend on the processing

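Added after the data had been examined were 16 of the 153 alternative values, namely those that use earlier naming rules, leave out or add sub-clusters or clusters, take macrophages from a sub-cluster, or leave out cells with a *Cd207* UMI. The other 137 were planned before the data were examined.

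Over 15 results, 133 alternative values lay within the 95% counting interval of the reported value, 20 lay outside it, and none reversed a log2 ratio whose interval lay apart from 0. The results for which no value moved were *Ripk1* in CD8+ T cells (47.9 to 67.6 CPM in AA), naïve-like T cells, DC (log2 ratio 2.54 to 3.93), macrophages (0.86 to 2.93), fibroblasts (-0.44 to 0.18), the T cell share (3.40% to 3.78%) and *Ripk1* in the antibody library. The intervals of naïve-like T cells, macrophages and fibroblasts hold values of either sign, and that of DC, from 0.93 to 8.98, rests on 1 control UMI, so their staying inside shows little. Without the B cell- and Langerhans-like sub-clusters, the interval of DC was -0.62 to 8.11 and includes 0. In naïve-like T cells the log2 ratio ranged from -0.81 to 1.26.

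The number of cells was 14396 with a mitochondrial limit of 5%, 16260 with 20%, 15445 with at least 500 genes and 17015 with doublets kept, which follows from the filters themselves. Thinning each cell to 1000 UMIs gave a *Ripk1* log2 ratio of 0.81 over all cells and 0.80 in keratinocytes, and a *Ripk3* level of 4.56 CPM in AA. The cause was not tested. Weighting AA cells to the class shares of control gave 0.58 over all cells, which shows that part of the difference goes with the mix of cells. A denominator without mitochondrial, ribosomal protein and hemoglobin genes raised the AA level to 8.06 CPM for *Ripk3* and 2.10 CPM for *Mlkl*, as a smaller denominator must. The mean of the CPM of each cell gave 5.63 CPM for *Ripk3*, and the cause was not tested.

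For *Ripk1* in T cells, whose reported log2 ratio was -0.02, classes from marker UMIs gave 0.91 and leaving out the sub-cluster led by natural killer genes gave 0.77. The other 11 alternatives gave values within the interval, the lowest being -0.14. In the marker-UMI class, the cells in keratinocyte-like clusters had medians of 30667 UMIs in control and 16110.5 in AA, against 4991 and 3847 for those in the T cell-like cluster, so the class mixes T cells with deep cells that carry a few T cell UMIs. Whether those are doublets was not tested. For DC/Mac, adding the interferon-gene keratinocyte cluster, which the first naming rule had called DC/Mac, lowered the log2 ratio to 0.77. The *Ripk1* level of that cluster, 43.2 CPM in control and 43.5 CPM in AA, lies above the control level of DC/Mac and below the AA level, so adding it moves both. Thinning left the DC/Mac log2 ratio at 1.61, with an interval of -1.35 to 7.10 that includes 0.

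The CD8+ share of AA cells was 2.06% with doublets kept, 1.89% from marker UMIs, and 1.59% with the 3 libraries clustered together. With earlier sub-cluster rules it was 2.00% when UMIs were set against the T cells of the library, 0.778% with markers at a fold of at least 1.5, and 1.72% with both changes. The values from earlier rules differ by which sub-clusters carry the name, and for the others the cause was not tested. In each of them the control library had at most 11 cells, so the number of control CD8+ cells limits any ratio.

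No value was obtained for naïve-like T cells at a mitochondrial limit of 5%, or for naïve-like T cells, DC and macrophages after thinning, because a library had no *Ripk1* UMI left. No paired analysis was possible because each condition has 1 library. Counts of under 10 *Ripk1* UMIs in the control DC/Mac, DC, macrophages, CD8+ and naïve-like T cells limit these results.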

Differences from the paper's values

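Of the alternatives in this part, leaving out sub-clusters was chosen only after the result had been seen, as were the minimums for classes from marker UMIs and the limit of that class to the T cell-like cluster.

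For control CD8+ T cells, the paper's mean normalized *Ripk1* expression is about 0 in Fig. 1E, read by eye, and the mean log-normalized value here was 0.1701. With doublets kept, which left 5 control cells in the class, or at a mitochondrial limit of 5%, which left 1, it was 0. With so few cells a value of 0 shows little. At least 500 genes per cell, marker UMIs, the 3 libraries clustered together, a mitochondrial limit of 20%, and resolutions of 0.4 and 1.5 did not close the gap, with values between 0.128 and 0.223. The value rests on 1 UMI in 6 cells.

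For control DC, the paper's value is about 0.17 in Fig. 1G, read by eye, against 0.0669 here, and the alternatives lay between 0.0591 and 0.0717, so none of them closed the gap. For control macrophages, the paper's value is about 0.14 in Fig. 1G, read by eye, against 0.0712 here. With doublets kept it was 0.103, within 1.5 times of the paper's value, while the other alternatives, from 0.0610 to 0.0854, did not close the gap.

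The paper's text gives 14469 cells after quality control and 20 clusters, against 15714 cells and 27 clusters here. Its methods give the 14469 cells before they describe the removal of doublets, and the count here before that step was 17015. At a resolution of 0.4 there were 22 clusters.

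The paper states that *Ripk1* rose in T cells, whereas the log2 ratio of the T cell-like cluster was -0.02 here. Classes from marker UMIs gave 0.91, but 60 of 73 control and 61 of 124 AA *Ripk1* UMIs of that class lay in keratinocyte-like clusters, and its cells in the T cell-like cluster gave 0.51 (-0.47 to 1.65). Leaving out the sub-cluster led by natural killer genes gave 0.77 (-0.11 to 1.75). The paper also states that *Ripk1* rose in dermal fibroblasts, where the log2 ratio here was 0.04 and ranged from -0.44 to 0.18. For CD8+ T cells, the paper marks the difference as significant, and here the ratio of 1.76 had a counting interval that includes 1. The paper names a proliferating T cell subset, and no sub-cluster passed as one in the clustering used here. With the 3 libraries clustered together, a sub-cluster with 3 control and 11 AA cells was named proliferating. That clustering also named a DC sub-cluster, with 5 control and 17 AA cells, whereas none was named DC in the clustering used here. For DC and macrophages, the paper reports no significance and a substantial difference, and here the ratio was within counting error in macrophages and beyond it in DC, where it rests on 1 control UMI. Without the B cell- and Langerhans-like sub-clusters, the log2 ratio of DC was 2.54 (-0.62 to 8.11), which includes 0.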

Other observations

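Of the tests in this part, the statement on the number of libraries and the limit from keratin UMIs were chosen only after the result had been seen, and the comparison at equal class shares, planned as an alternative, was chosen as a test only then.

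*Ripk1* was higher in AA than in control over all cells. The tables argue against a different mix of cell types as the whole cause, since the log2 ratio at the class shares of control was 0.58 (0.51 to 0.65). They also argue against a shift of all genes of like expression, since *Ripk1* lay at the 98.8th percentile of its 500 neighbours, whose median log2 ratio was -0.02. With cells thinned to the same UMIs, the log2 ratio was 0.81 (0.54 to 1.10), so the difference does not rest on deep cells weighing more. Thinning keeps the expected share of *Ripk1* UMIs in each cell, so it cannot decide on other effects of depth. With 1 library per condition, the condition and any other difference between the pools cannot be told apart.

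The rise was not confined to immune cells. Keratinocyte-like cells held most of the *Ripk1* UMIs. Of their 17 clusters, the AA level lay above control with intervals apart in 8, the intervals overlapped in 9, and the AA value was lower in 1. The largest ratio with intervals apart was in a keratinocyte cluster that was not subdivided, from 32.3 CPM (20.7 to 48.1) to 71.8 CPM (53.5 to 94.5). An outer bulge-like cluster went from 40.7 CPM (35.8 to 46.1) to 71.1 CPM (65.5 to 77.0). A basal cluster, not among the largest by ratio, went from 36.1 CPM (29.8 to 43.4) to 58.8 CPM (54.4 to 63.5). These clusters were chosen after their values had been seen. The keratinocyte cluster led by interferon genes, almost all AA cells, was at 43.5 CPM in AA (36.8 to 51.1), and thus below that basal cluster. The highest level of any cluster was in the unnamed cluster with *Pax7* among its leading genes, at 277 CPM (169 to 428) in 13 control cells and 220.3 CPM (161 to 295) in 42 AA cells.

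In DC/Mac-like cells, RNA from keratinocytes in the same droplets was weighed as a technical explanation of the higher *Ripk1* level. The planned filter at under 1% keratin UMIs kept 57 of 59 control and 118 of 121 AA cells, so it decides nothing. If all keratin UMIs of the AA cells (0.271% of their UMIs) came from keratinocyte RNA, this RNA would add 6.34 CPM of *Ripk1* at the average of the keratinocyte-like cells, and at most 25.7 CPM if it all came from the sebaceous gland-like cluster. The limits of control and AA are 16.15 CPM apart, and the values themselves 55.6 CPM, so a contribution of keratinocyte RNA to the difference stays open. These limits hold for AA alone and overstate it, since keratin UMIs were 0.225% of the UMIs of the control cells, to which such RNA would add as well. *Ripk1* lay at the 98th percentile of the 500 genes closest in expression in DC/Mac, where fewer UMIs were asked of a gene because *Ripk1* itself has 8 in control, and at the 39.6th percentile in T cells. The makeup of the cluster also stays open, since the sub-cluster led by immunoglobulin genes held 26 AA cells at 95.2 CPM (59.0 to 146).

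From the genes named before the data were examined, those given here were picked after their values had been seen. *Zbp1*, which encodes a sensor that can act with RIPK1 and RIPK3, had 90 UMIs in control, 638 in AA and 118 in the antibody library over all cells, a log2 ratio of AA to control of 2.66 (2.34 to 3.00). This rise was not seen in T cell-like cells, at -0.10 (-0.80 to 0.63), or in DC/Mac-like cells, at -0.26 (-1.08 to 0.58). *Mlkl* had 97 UMIs in the antibody library, 0.810 CPM (0.657 to 0.988), and *Ripk3* had 613 UMIs, 5.12 CPM (4.72 to 5.54). In these genes the antibody library lay near control, whereas its *Ripk1* level did not, nor did that of *Tnf*, at 13.9 CPM in control, 17.2 CPM in AA and 16.6 CPM in the antibody library. Over all cells, *Fadd* fell by 0.48 on the log2 scale in AA, *Tnf* rose by 0.30 and *Cflar* by 0.20. There, *Tnfrsf1a*, *Tradd*, *Casp8*, *Tlr3*, *Ticam1*, *Birc2* and *Birc3* lay between -0.19 and 0.12. In DC/Mac-like cells, *Birc3* was at 1.14 (0.76 to 1.54) and *Cflar* at 0.77 (0.19 to 1.38). In T cell-like cells, *Tnfrsf1a* was at 1.75 (0.26 to 3.70), *Tnf* at 0.95 (0.60 to 1.31) and *Cflar* at 0.79 (0.26 to 1.36). *Birc2* was at 0.52 (0.11 to 0.94) and *Birc3* at -0.25 (-0.47 to -0.03) in these cells. The other ratios of these genes in both classes had intervals that include 0, or no value. In DC/Mac-like cells, *Il15* went from 10 to 61 UMIs, a log2 ratio of 1.72 (0.74 to 2.85). Over all cells, *Il15* did not change beyond counting error, at -0.09 (-0.29 to 0.11).

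Over all cells, the largest AA/control log2 ratios were those of *Iigp1* (5.94), *Cxcl9* (4.33), *Cd8a* (4.11), *Ifng* (3.76) and *Ifi47* (3.71), and the smallest those of *Hbb-bs* (-7.31), *Hba-a1* (-4.35), *Csn3* (-4.32), *Calca* (-4.09) and *Krt31* (-3.18). Why the hemoglobin genes differ was not tested. In T cells the largest were *Sema6d* (3.26), *Cd8a* (2.82), *Trat1* (2.64), *Ifng* (2.64) and *Cd40lg* (2.44), and among the smallest were *Cxcl10* (-3.01), *Sh3bp5* (-2.54), *Rab27b* (-2.45) and *Cxcl2* (-2.26). *Cd8a* and *Ifng* also name the CD8+ sub-clusters, so their ratios in T cells restate the makeup of the cluster. In DC/Mac the largest were *Retnla* (2.72), *Selenop* (2.62), *Jchain* (2.33), *Colec12* (2.26) and *Oasl1* (2.19), and the smallest *Krtdap* (-2.57), *H2-M2* (-2.47), *Lsamp* (-2.44), *Gem* (-2.22) and *Mzb1* (-2.19). *Jchain* and *Mzb1* are among the leading genes of the immunoglobulin sub-cluster. *H2-M2* is a marker of the Langerhans-like sub-cluster (9 control and 5 AA cells), and *Krtdap* is a keratinocyte marker. The ratios of these genes may reflect the makeup of the cluster or keratinocyte RNA, and not a change in DC or macrophages.

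In the antibody library, clustered together with the other libraries, DC/Mac-like cells had 21 *Ripk1* UMIs in 114 cells, or 37.2 CPM (23.0 to 56.9), against 77.7 CPM (58.4 to 101) in AA under the same clustering. The lower level was not seen in the cells taken as DC, at 93.6 CPM (34.3 to 204, 6 UMIs) against 94.7 CPM (56.1 to 150) in AA. Macrophages were at 60.1 CPM (16.4 to 154) against 82.5 CPM (45.1 to 138). Cells with neither marker were at 25.7 CPM (12.3 to 47.3) against 69.0 CPM (40.2 to 110). Keratinocyte-like cells of the antibody library were at 37.0 CPM (35.9 to 38.1). The antibody library held CD8+ cells at 0.680% of all cells, against 1.59% in AA and 0.129% in control under the same clustering. No explanation of these values was tested.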
